A study of Mus musculus with 16 samples. Its data were reported in "Role of TGFβ1 and WNT6 in FGF2 and BMP4-driven endothelial differentiation of murine embryonic stem cells" (2021).

How the data were processed

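Mouse embryonic stem (ES) cells had been grown on a layer of PA6 cells, a stromal line from mouse bone marrow, and PA6 cells had also been grown alone. RNA from 16 cultures at day 7 was hybridized to Illumina MouseWG-6 v2.0 BeadChip arrays, one array per culture. Per the labels, the cultures held no added growth factor (-GFs), FGF2 at 20 ng/ml or BMP4 at 10 ng/ml (the methods of the study state a lower dose of BMP4), and the factor was present for 3 days. The ES/PA6 co-cultures comprised 2 arrays without growth factors, 3 with FGF2 and 2 with BMP4, and the PA6 mono-cultures comprised 3 arrays of each kind.

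The deposited table gives, for each array and probe, an average bead intensity that was not normalized between arrays. It also gives a detection p-value per probe and array, which the deposited header names and which is the share of negative control beads brighter than the probe. The authors processed the scans with the Illumina software and used cubic spline normalized intensities for their own comparisons, and these normalized values were not used here. The table held 45281 probes under 30854 target names and no coordinates or genome build. Of the target names, 22024 (71.4%) matched a symbol or synonym in a mouse gene table of assembly GRCm38.p6, which was used for names alone. Among the genes tested, 12407 (83.7%) matched.

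Intensities were background corrected with the normexp model from the detection p-values, quantile normalized over the 16 arrays and put on the log2 scale after an offset of 16 (function neqc of limma 3.58.1 in R 4.3.3). Probes with a detection p-value under 0.05 on every array of at least 1 group were retained, which left 20880 probes. Each gene was represented by its probe with the largest mean over all arrays, which left 14829 genes. A gene undetected on every array of a group is given with a bound computed against the detection level of those arrays, written as at least so many fold. Fold changes of bright probes are compressed on arrays of this kind, and the number of arrays limits the precision of every value.

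Linear models with moderated variances (limma) were fitted to the 7 co-culture arrays and to the 9 PA6 arrays separately. The comparison of both kinds of culture and the differences between growth factor effects were fitted to all 16 arrays. A gene was called when its Benjamini-Hochberg adjusted p was under 0.1 and its log2 fold change was over 1 in size, the thresholds in the methods of the study. Error terms are standard deviations (SD) between arrays or the standard error (SE) of the fitted change. Correlations of changes were computed across genes, which are not independent replicates, and were set against 100 simulated data sets in which groups did not change, with the real array numbers and spread. For co-cultures the simulated FGF2 and BMP4 groups were both unchanged and were set against the same simulated -GFs arrays.

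There were 13 gene lists, written before the data were examined, as were the tests, thresholds for genes, filters and most alternatives. They covered the endothelial markers the study measured by PCR, general endothelial, neural, pluripotency and adipocyte markers, WNT ligands, WNT genes of the study, TGFB genes of the study, its PCR genes for FGF2 and for BMP4 at day 7, other genes it named, BMP targets and FGF/ERK targets. The PCR genes and 5 of the WNT genes of the study had been picked from these arrays, so their tests are not independent evidence. Each list with at least 3 measured genes was tested in 8 comparisons with camera (preset correlation between genes of 0.01) and with fry, giving 96 tests over 12 lists with p-values adjusted over all of them. The limit of 0.05 for adjusted list p-values was set after the data had been seen, and the count at 0.1 is given beside it. Camera and fry are limma tests across genes. The p-values of fry depend slightly on the order in which groups enter the model, and the order of the sample labels was used.

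The genes named are those of the lists, and for each comparison the 5 with the largest rise and the 5 with the largest fall among called genes whose groups did not overlap, chosen by a rule written before the data were examined. For differences between effects in both kinds of culture, the overlap was judged on the co-culture groups. Only some of these are described.

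The fits were tested on simulated data in which 200 of 14829 genes were changed by a log2 fold change of 1.5 to 3. Noise was normal and independent between genes and arrays, with the SD of each gene from its moderated variance. Deviations shared between arrays were thus absent, and the assumptions of the fit were met. The shares recovered therefore do not show that real changes of this size would be called. For FGF2 in co-cultures 95% of the changed genes were recovered with 16 false calls, and for BMP4 in co-cultures 91.5% with 13. In PA6 mono-cultures 95% were recovered for FGF2 with 7 false calls and 96% for BMP4 with 7. The simulated comparison of BMP4 with FGF2 gave 98% with 24 false calls, and that of co-cultures with PA6 gave 95% with 5. For the difference of effects between the kinds of culture the share was 84.5% for FGF2 with 19 false calls and 85.5% for BMP4 with 16.

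Alternatives covered a stricter adjusted p of 0.05, no minimum fold change, no background correction, cubic spline, cyclic loess or median scaling, normalization within each kind of culture, an offset of 50, other filters on dim probes, other ways to combine probes, other sets of arrays in the fit, array weights, a variance prior with trend, the replicate number as a block, and leaving out each array in turn. Leaving out an array kept the normalization and dropped that array from the fit, so that where 1 array was left in a group, it was assumed to vary like the other groups. A block for runs of columns in the deposited table, and cubic spline normalization with only the groups compared, were added after the data had been seen. Cubic spline normalization was applied to intensities without background correction.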

Results

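Gene expression was measured in 6 groups of cultures at day 7, namely ES/PA6 co-cultures and PA6 mono-cultures, each without growth factors (-GFs), with FGF2 or with BMP4. The share of probes detected ranged from 37.3% on BMP4 replicate 2 of the PA6 mono-cultures to 47.0% on FGF2 replicate 3 of the co-cultures, which is 16904 to 21261 probes. The median raw intensity of an array was 177.9 to 232.2. Arrays of the same group correlated at 0.973 to 0.980 across genes in co-cultures and at 0.975 to 0.986 in PA6 mono-cultures. Arrays of different groups within one kind of culture correlated at 0.938 to 0.973 in co-cultures and at 0.968 to 0.984 in PA6. Between the kinds of culture the values were 0.723 to 0.797. The median SD of a gene within groups was 0.27 on the log2 scale in co-cultures and 0.24 in PA6.

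The comparison of FGF2 with -GFs in co-cultures addressed which genes respond while ES cells differentiate toward endothelium under FGF2. Of 14829 genes, 1100 passed the threshold, 752 higher and 348 lower with FGF2, and 296 changed more than 4-fold. At an unadjusted p under 0.05 there were 3373 genes, where 741 would be reached by chance. The alternative that lowered this count most was the requirement of detection on all 16 arrays, which gave 324 genes, and the count without a minimum fold change was 1675. The count was 395 without co-culture -GFs replicate 1 and 707 without co-culture -GFs replicate 2, the only arrays whose omission moved it by more than 1.5 times.

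**Figure D1:**
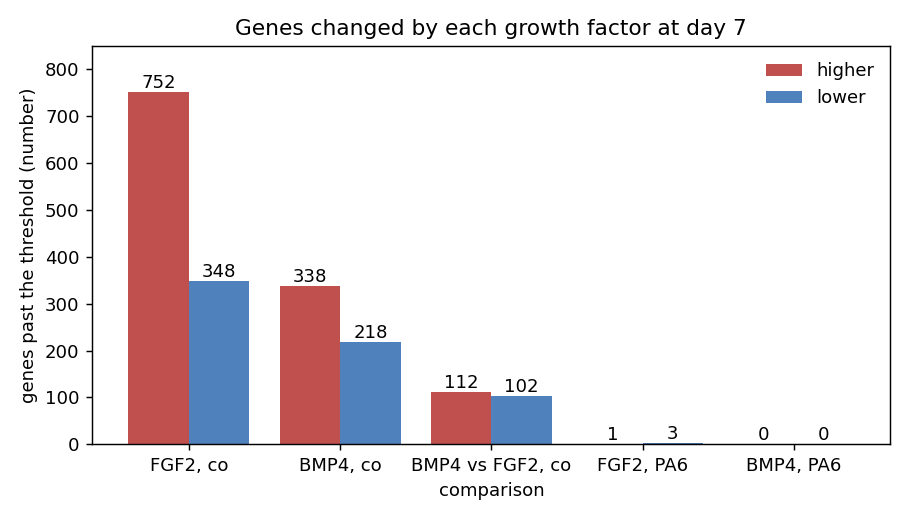
Number of genes past the threshold (y axis) in each comparison of growth factors (x axis), with genes that were higher and lower in the first-named condition as separate bars; co stands for ES/PA6 co-cultures and PA6 for mono-cultures. FGF2 in co-cultures gave 752 higher and 348 lower genes, and BMP4 in PA6 mono-cultures gave 0.

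Among the largest rises with FGF2 was LOC100047200 (probe ILMN_1247220), from 7.20 ± 0.53 (SD, n = 2) without growth factors to 11.37 ± 0.65 (SD, n = 3), a log2 fold change of 4.16 ± 0.46 (SE, adjusted p = 0.00676). LAPTM5 rose by 4.11 ± 0.59 (SE, adjusted p = 0.0120). The pluripotency factors POU5F1 and NANOG rose by 2.70 ± 0.43 (SE, adjusted p = 0.0181) and 2.15 ± 0.23 (SE, adjusted p = 0.00587), and each kept its call without any 1 of the 7 arrays. HOXB1 had the largest fall, -2.84 ± 0.80 (SE, adjusted p = 0.0894), but it kept its call in only 1 of 7 fits that left out an array, that without co-culture FGF2 replicate 1. Its change was -1.94 without co-culture -GFs replicate 1, -3.74 without -GFs replicate 2, -2.48 and -2.45 without FGF2 replicates 2 and 3, and -2.84 without either BMP4 array, and its adjusted p in these 7 fits ran from 0.0370 to 0.350. HOXD3 fell to 6.66 ± 0.13 (SD, n = 3) from 9.50 ± 0.32 (SD, n = 2), a change of -2.84 ± 0.43 (SE, adjusted p = 0.0148). Without co-culture -GFs replicate 1 the change in HOXD3 was -2.61 and no longer called, with adjusted p from 0.00602 to 0.112 over the arrays left out. The neural factor HES5 changed by -2.11 ± 0.18 (SE, adjusted p = 0.00451).

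Of the endothelial genes, TEK was undetected on both -GFs arrays and rose to 9.09 ± 0.44 (SD, n = 3) with FGF2, at least 5.86-fold higher (adjusted p = 0.00451). PECAM1 rose by 3.24 ± 0.42 (SE, adjusted p = 0.00980). CDH5, ICAM2, TIE1 and KDR were not detected on every array of any group, so of the endothelial markers measured by PCR in the study only TEK was tested. TGFB1 changed by -0.21 ± 0.29 (SE, adjusted p = 0.731) and was not called under the 14 alternatives run for it, and its change was 0.075 without co-culture FGF2 replicate 1.

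**Figure D2:**
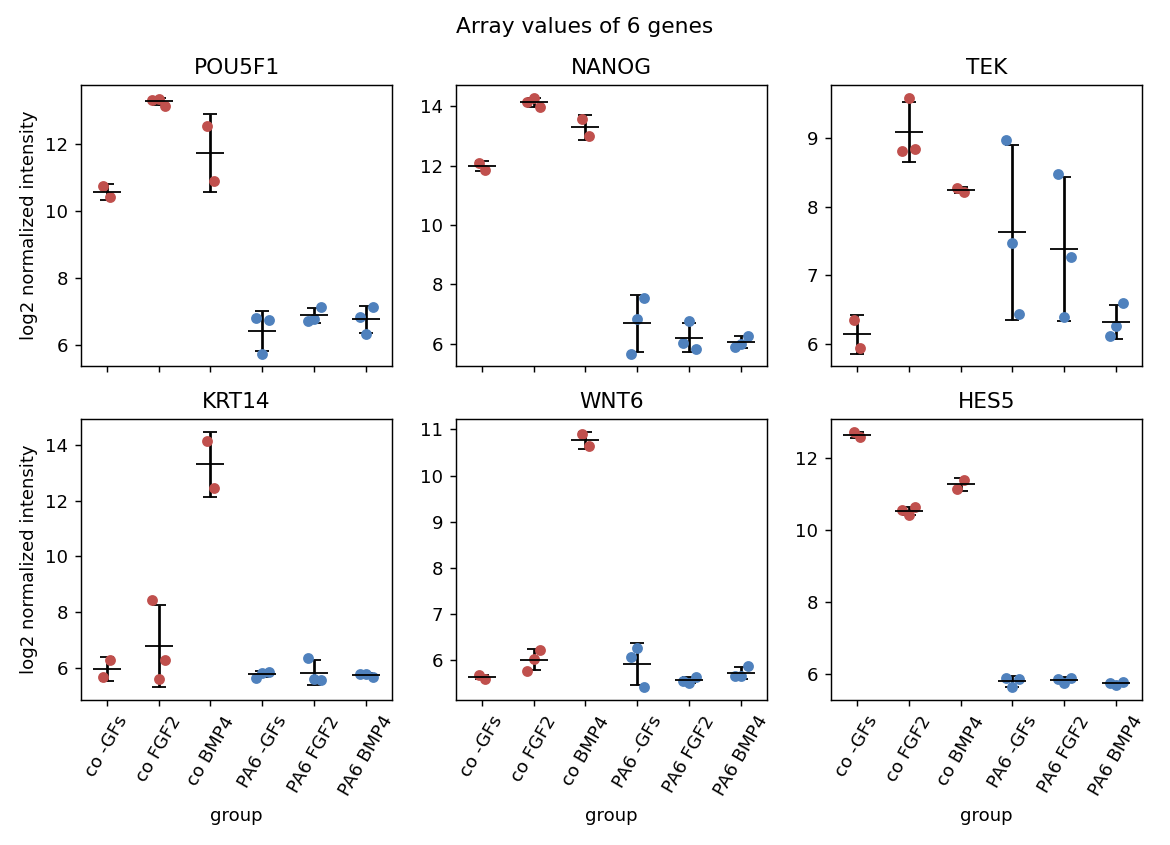
Normalized log2 intensity (y axis) of 6 genes on every array (points, red for co-cultures and blue for PA6) by group (x axis), with the group mean and SD as black bars. POU5F1 averaged 10.56 in -GFs and 13.26 in FGF2 co-cultures, and WNT6 averaged 10.77 in BMP4 co-cultures.

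BMP4 was compared with -GFs in co-cultures to find the genes behind BMP4-driven differentiation. There were 556 genes past the threshold, 338 higher and 218 lower, of which 172 changed more than 4-fold. At an unadjusted p under 0.05 there were 2207 genes. Each array of the groups compared decided a large part of this count. Without co-culture -GFs replicate 1 it was 301, and the majority turned round, with 128 higher and 173 lower. It was 226 (148 higher, 78 lower) without co-culture -GFs replicate 2, 102 (88 and 14) without co-culture BMP4 replicate 1 and 330 (250 and 80) without co-culture BMP4 replicate 2. Detection on all 16 arrays gave 32 genes. Under median scaling 78.6% of 449 called genes were higher, against 60.8% with quantile normalization. That scaling shifted the median change of all genes to 0.19 for BMP4 and to -0.35 for FGF2, from -0.0015 and -0.057.

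Keratin genes led the rises with BMP4. KRT14 (probe ILMN_2722616) rose to 13.31 ± 1.19 (SD, n = 2) from an undetected level, at least 110-fold higher (log2 fold change 7.35 ± 0.93, SE, adjusted p = 0.0174). Without co-culture BMP4 replicate 1 the change in KRT14 was 6.51 and not called, with adjusted p from 0.00981 to 0.106 over the arrays left out. KRT15 rose by 6.25 ± 0.33 (SE, adjusted p = 0.000741). KREMEN2, undetected without growth factors, was at least 24.6-fold higher. The falls were led by CBLN4, at -2.80 ± 0.38 (SE, adjusted p = 0.0216), and GSX1, at -2.79 ± 0.25 (SE, adjusted p = 0.00731). CBLN4 changed by -2.35 without co-culture BMP4 replicate 1 and lost its call there, with adjusted p from 0.0297 to 0.116 over the arrays left out.

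WNT6 averaged 10.77 ± 0.19 (SD, n = 2) with BMP4 and was undetected without growth factors, at least 18.8-fold higher (log2 fold change 5.13 ± 0.22, SE, adjusted p = 0.000244). The other two probes of WNT6, also undetected without growth factors, were at least 2.54-fold and 21.9-fold higher. WNT10A was at least 5.52-fold higher (adjusted p = 0.00356). WNT4 rose by 2.60 ± 0.37 (SE, adjusted p = 0.0240), FZD6 by 1.86 ± 0.27 (SE, adjusted p = 0.0262) and TEK by 2.11 ± 0.30 (SE, adjusted p = 0.0260), with TEK at least 3.28-fold higher than its undetected level. WNT3 was at least 3.78-fold higher (adjusted p = 0.0656). Leaving out 1 array removed some of these calls. For WNT4 this was co-culture BMP4 replicate 1 (change 2.61), for FZD6 co-culture -GFs replicate 2 (1.86), and for TEK co-culture -GFs replicate 2 (1.91) and co-culture BMP4 replicate 1 (2.08). WNT3 lost its call in 5 of 7 such fits, without co-culture -GFs replicate 1 (2.12), -GFs replicate 2 (2.00), FGF2 replicate 1 (2.06), BMP4 replicate 1 (2.11) or BMP4 replicate 2 (2.00). The highest adjusted p over the arrays left out was 0.135 for WNT4, 0.109 for FZD6, 0.141 for TEK and 0.256 for WNT3, and the lowest was 0.0250, 0.0276, 0.0152 and 0.0346.

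FGF2 and BMP4 changes in co-cultures had a Pearson correlation of 0.674 and a Spearman correlation of 0.651 across genes. Simulated FGF2 and BMP4 groups, both unchanged and sharing the -GFs arrays, gave a mean Pearson correlation of 0.547 and a maximum of 0.565 in 100 draws. Of the genes called for FGF2 and for BMP4, 298 were shared, and all 298 changed in the same direction. Leaving out co-culture BMP4 replicate 1 moved the correlation most, to 0.532, and among the fits of all arrays the column run block did, to 0.622. Without co-culture -GFs replicate 1 the observed correlation was 0.702, against a simulated mean of 0.707 and maximum of 0.723. Without co-culture -GFs replicate 2 the same values were 0.731, 0.706 and 0.722. In the direct comparison of BMP4 with FGF2, 214 genes differed, 112 higher and 102 lower with BMP4. KRT15 was higher by 6.71 ± 0.30 (SE, adjusted p = 0.000236), and WNT6, undetected with FGF2, was at least 19.6-fold higher. TMEM130 was lower, at -3.45 ± 0.49 (SE, adjusted p = 0.0455), and it lost its call without co-culture FGF2 replicate 2 (-3.30), FGF2 replicate 3 (-3.29) or BMP4 replicate 2 (-2.97), with adjusted p from 0.0444 to 0.278 over the arrays left out. This count fell to 63, 50 and 58 without co-culture FGF2 replicates 1, 2 and 3, and to 39 without co-culture BMP4 replicate 2. Without either -GFs array the majority turned round, with 82 higher and 105 lower. Under median scaling 76.5% of 221 genes were higher with BMP4, against 52.3% with quantile normalization, after a shift of the median of all genes to 0.51. With the runs of columns as a block 38.4% of 560 genes were higher.

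PA6 mono-cultures were examined to part stromal responses from those of ES-derived cells. FGF2 changed 4 genes in PA6 by limma, with 1536 genes at an unadjusted p under 0.05. With the runs of columns, which in PA6 equal the replicate numbers, as a block, 23 genes passed, 10 higher and 13 lower, among them the 4. Of the 4, 1 was also called in co-cultures. SERPINA3N was undetected without growth factors and was at least 4.33-fold higher with FGF2 (adjusted p = 0.0314). GDPD2 changed by -2.20 ± 0.25 (SE, adjusted p = 0.0774), VIT by -1.14 ± 0.13 (SE, adjusted p = 0.0774), and B130044C16RIK was at least 1.68-fold lower, undetected with FGF2 (adjusted p = 0.0896). The count was 17 without PA6 BMP4 replicate 1, 2 without PA6 FGF2 replicate 3, and 0 without PA6 -GFs replicate 1, PA6 -GFs replicate 3, PA6 BMP4 replicate 2 or PA6 BMP4 replicate 3. SERPINA3N therefore lost its call without those 4 arrays, with changes of 2.81, 2.62, 2.84 and 2.84, in that order. GDPD2, B130044C16RIK and VIT lost theirs in 6, 7 and 7 of 9 fits. For GDPD2 these were the fits without PA6 -GFs replicates 1, 2 and 3 (-2.24, -2.19 and -2.18), FGF2 replicate 3 (-2.32) and BMP4 replicates 2 and 3 (-2.20 each). For B130044C16RIK and VIT they were those without PA6 -GFs replicate 1 (-1.27 and -1.11), -GFs replicate 3 (-1.48 and -1.09), FGF2 replicate 1 (-1.45 and -1.05), FGF2 replicate 2 (-1.49 and -1.19), FGF2 replicate 3 (-1.45 and -1.19) and BMP4 replicates 2 and 3 (-1.46 and -1.14 each). Over the arrays left out, adjusted p ran from 0.0211 to 0.206 for SERPINA3N, 0.0121 to 0.206 for GDPD2, 0.0866 to 0.289 for B130044C16RIK and 0.0896 to 0.237 for VIT.

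BMP4 changed 0 genes in PA6 mono-cultures by limma. The lowest adjusted p was 0.136, and 1334 genes had an unadjusted p under 0.05. Under the alternatives the count was at most 6, and it was 2 without PA6 BMP4 replicate 1 and 5 without PA6 BMP4 replicate 2. The adipocyte genes ADIPOQ, CFD and LPL averaged higher with BMP4 by 3.88 ± 1.39, 4.36 ± 1.33 and 2.26 ± 1.16 (SE), which did not pass the threshold (adjusted p = 0.532, 0.530 and 0.594). With the runs of columns as a block 0 genes passed by limma, with 1594 at an unadjusted p under 0.05, and the SE of these changes was 0.38, 0.56 and 0.38. Over the alternatives their adjusted p ran from 0.133, 0.183 and 0.309 to 0.997. Their SD between the 3 BMP4 arrays was 1.68, 1.67 and 1.90. Across genes, the FGF2 changes in co-cultures and in PA6 correlated at 0.0198 (Pearson) and 0.00033 (Spearman), and the BMP4 changes at 0.0166 and -0.00624. Simulated unchanged groups reached 0.0240 and 0.0266.

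**Figure D3:**
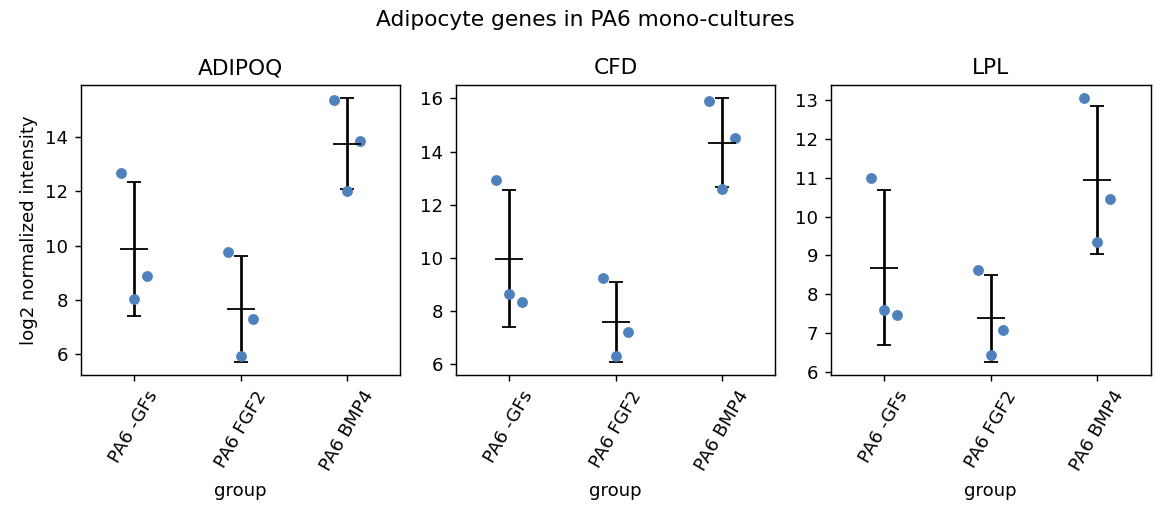
Normalized log2 intensity (y axis) of 3 adipocyte genes on each PA6 mono-culture array (points) by group (x axis), with the group mean and SD as black bars. ADIPOQ averaged 9.87 without growth factors and 13.76 with BMP4, and arrays within a group differed by several log2 units.

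Without growth factors, co-cultures and PA6 mono-cultures differed in 6540 genes, 3312 higher and 3228 lower in co-cultures. SOX11 and NDN, undetected in PA6, were at least 303-fold and 296-fold higher in co-cultures (adjusted p = 5.58e-13 and 1.50e-12). CCL9 and S3-12, undetected in co-cultures, were at least 60.6-fold and 39.2-fold lower (adjusted p = 1.09e-06 and 1.62e-06). Each of these 4 genes kept its call under the 11 alternatives run for it and without each array. Other thresholds, other filters on dim probes and the variance prior with trend were not run for these genes.

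The effect of FGF2 differed between co-cultures and PA6 in 1172 genes and that of BMP4 in 628, by interaction terms fitted to all 16 arrays. The difference was positive for 730 and 387 of them. KLF4 had a difference for FGF2 of 4.19 ± 0.69 (SE, adjusted p = 0.00302), and KRT14 one for BMP4 of 7.38 ± 0.92 (SE, adjusted p = 0.000631), a fitted value, since KRT14 was undetected in 3 of the 4 groups compared. The BMP4 count was 397 without co-culture BMP4 replicate 1. Median scaling gave 301 and 299 genes, 81.1% and 83.9% of them positive, against 62.3% and 61.6% with quantile normalization.

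Of 96 list tests, camera passed 25 at an adjusted p under 0.05, and 18 of these passed under fry, which passed 28 in all. The 7 that did not were pluripotency genes with BMP4 in co-cultures, adipocyte genes with BMP4 in co-cultures and in PA6, FGF/ERK targets with FGF2 in PA6, and pluripotency, neural and adipocyte genes between BMP4 and FGF2. At 0.1 camera passed 30, fry 36 and both 23. With detection required on all 16 arrays camera passed 15. With FGF2 in co-cultures all 12 pluripotency genes were higher, with a median log2 fold change of 2.55 (camera adjusted p = 7.65e-13, fry adjusted p = 0.00776), and 11 were called both over all genes and adjusted over the list alone. All 13 neural genes measured were lower, with a median of -0.87 (camera adjusted p = 0.000415, fry adjusted p = 0.0466), and 5 were called, 6 when adjusted over the list alone. Without co-culture -GFs replicate 2 the neural median was -0.65 and the camera test did not pass. Over the arrays left out its camera adjusted p ran from 5.53e-08 to 0.162. The PCR genes for BMP4 had a median of 2.90 with FGF2 (camera adjusted p = 0.00552, fry adjusted p = 0.00164) and the PCR genes for FGF2 one of 1.60 (camera adjusted p = 0.227). The study reported FGFR3 and HES5 of the latter list as lower and its other genes as higher, so a test in a single direction is weak for it. Of its 7 genes 6 were called, 4 higher and 2 lower. With genes undetected in a group at their bound, the medians with FGF2 in co-cultures became 2.55 for the PCR genes for BMP4, 0.35 for the endothelial genes and 0 for the adipocyte genes, and with BMP4 1.72, 0.91 and 1.03. The other lists did not pass with FGF2 in co-cultures. Endothelial genes had a median of 0.68 (camera adjusted p = 0.0647), TGFB genes of the study -0.18 (0.938), FGF/ERK targets 0.36 (0.166), BMP targets -0.51 (0.101), WNT ligands -0.34 (0.227) and adipocyte genes -0.23 (0.979). WNT genes of the study and the other genes it named had medians of -0.010 and -0.039 while the camera direction was upward (adjusted p = 0.983 and 0.979).

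With BMP4 in co-cultures the 13 neural genes had a median of -1.30 (camera adjusted p = 9.08e-11, fry adjusted p = 0.0153), all 13 lower, with 7 called and 10 adjusted over the list alone. WNT genes of the study had a median of 1.86 (camera adjusted p = 8.88e-05, fry adjusted p = 0.000207), with 5 called either way. WNT ligands, with 6 of 11 higher, had a median of 0.32 and passed fry (adjusted p = 0.00115) but not camera (adjusted p = 0.0868). Neither test passed for them with the runs of columns as a block (fry adjusted p = 0.0601, camera adjusted p = 0.216). BMP targets (median 0.40, camera adjusted p = 0.983), FGF/ERK targets (0.64, 0.227), the PCR genes for FGF2 (1.58, 0.444) and TGFB genes of the study (0.11, 0.964) did not pass camera, nor did the other genes it named (-0.070, 0.983), where the camera direction was upward. Endothelial genes had a median of 1.02, 10 of 13 higher (camera adjusted p = 0.00396, fry adjusted p = 0.0326), which was 0.98 without co-culture -GFs replicate 2 and 0.34 without co-culture BMP4 replicate 2, both no longer past camera. The endothelial list passed camera (adjusted p = 0.00749) but not fry (adjusted p = 0.181) with the runs of columns as a block. The PCR genes for BMP4 had a median of 2.11 (camera adjusted p = 0.00310, fry adjusted p = 0.00164). Pluripotency genes had a median of 1.31, which was 0.79 without co-culture BMP4 replicate 1 and 1.78 without co-culture BMP4 replicate 2. They passed camera (adjusted p = 8.14e-07) and not fry (adjusted p = 0.0725). Adipocyte genes did so too, with a median of 1.61 (camera adjusted p = 0.0116, fry adjusted p = 0.165), which was 1.37 without co-culture -GFs replicate 2 and 0.34 without co-culture BMP4 replicate 2, neither past camera. In PA6, adipocyte genes with BMP4 had a median of 1.68, 8 of 8 higher, past camera (adjusted p = 7.83e-06) but not fry (adjusted p = 0.151), with 0 called by limma and 5 adjusted over the list alone. With FGF2 in PA6 the same list had a median of -1.11, 0 of 8 higher (camera adjusted p = 0.0981, fry adjusted p = 0.560). FGF/ERK targets with FGF2 in PA6 had a median of 0.37 (camera adjusted p = 0.0478, fry adjusted p = 0.353), and this camera test did not pass in 5 of the 9 fits that left out an array, those without PA6 -GFs replicate 1 (0.24), -GFs replicate 2 (0.29), FGF2 replicate 1 (0.38), FGF2 replicate 2 (0.40) or FGF2 replicate 3 (0.30). It did not pass with the runs of columns as a block either (camera adjusted p = 0.0848).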

Values the study reported

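The study reported 173 modulated genes in ES/PA6 co-cultures treated with BMP4 for 7 days, and more for FGF2 at that time. It described PA6 cells cultured alone as unresponsive to either factor after 7 days.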

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

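The tests of normalization and of array sets by column order were chosen only after the counts had been seen, while the test of genes undetected in PA6 was not.

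The response to each growth factor differed between co-cultures and PA6 mono-cultures by a test of the difference itself. This held for 1172 genes with FGF2 and 628 with BMP4, and the BMP4 count was 397 without co-culture BMP4 replicate 1. The change was larger in size in co-cultures for 89.7% of the FGF2 genes and 95.9% of the BMP4 genes. Joint normalization of both kinds of culture as the whole cause was argued against by normalization within each kind of culture. Under it 93.5% of the FGF2 genes kept their call. Cyclic loess kept 86.4% of them, but it was also run over both kinds of culture and so cannot test this. Median scaling, which shifted the median difference of all genes to -0.27, kept only 25.3%. A set effect following the order of columns in the deposited table was argued against as well, since 1261 genes passed for FGF2 with those sets as a block. Another explanation is that a gene without signal in PA6 cells cannot fall there and has to be switched on to rise. Of the FGF2 genes 40.0% were undetected on every -GFs and FGF2 array of PA6, and of the BMP4 genes 59.2%, against 12.4% of all genes. With detection required on all 16 arrays, 451 genes still differed for FGF2, 435 of them among the 1172, and 106 for BMP4. This argues against a lack of signal in PA6 as the cause for those genes. For genes undetected in PA6 it stays open. A response confined to ES-derived cells and a different response of the same stromal cells in co-culture cannot be told apart in mixed RNA.

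For FGF2, LOC100046049 differed between the kinds of culture by 4.81 (adjusted p = 0.00105), with fitted changes of 3.97 in co-cultures and -0.84 in PA6. It was undetected with FGF2 in PA6, so the -0.84 and the 4.81 rest in part on intensities at background. KLF4 differed by 4.19, with 3.37 in co-cultures and -0.82 in PA6. Both kept their call without any 1 of the 16 arrays. GJB6 differed by -3.10 (adjusted p = 0.0595), a fitted value, since it was undetected with FGF2 in co-cultures and without growth factors in PA6. The difference rested mainly on a higher fitted mean of GJB6 in PA6 with FGF2, where the arrays read 7.30, 9.74 and 6.20. Its call was lost without co-culture -GFs replicate 1 (-3.33), co-culture -GFs replicate 2 (-2.87) or PA6 -GFs replicate 3 (-3.02), with adjusted p from 0.00916 to 0.173 over the arrays left out. No explanation of its own was tested for these genes beyond those for the counts.

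For BMP4, KRT14 differed by 7.38, KRT15 by 6.26 and KREMEN2 by 5.68, fitted values that rest in part on intensities at background. KRT14 and KREMEN2 were undetected without growth factors in co-cultures, KRT14 and KRT15 on all 6 of the -GFs and BMP4 arrays of PA6, and KREMEN2 on 5 of these 6. Against the detection level, the rise with BMP4 in co-cultures was at least 110-fold for KRT14 and at least 24.6-fold for KREMEN2, and no fold is given for PA6. These differences kept their call without any 1 of the 16 arrays. CLSTN3 differed by -3.76 (adjusted p = 0.0821), with -1.02 in co-cultures and 2.74 in PA6, where the BMP4 arrays read 11.01, 7.32 and 8.82. It lost its call in 10 of 16 fits that left out an array, namely either co-culture -GFs array, either co-culture BMP4 array, PA6 -GFs replicate 2 or 3, any of the 3 PA6 FGF2 arrays, or PA6 BMP4 replicate 3. The differences in those fits were -3.92 and -3.59 without the -GFs arrays of co-cultures, -3.82 and -3.69 without their BMP4 arrays, -3.56 and -3.46 without the -GFs arrays of PA6, -3.76 without any FGF2 array of PA6, and -3.87 without the BMP4 array of PA6. Over all 16 fits the difference ran from -4.62 to -2.77 and its adjusted p from 0.00993 to 0.190 over the arrays left out.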

How the results depend on the processing

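The column run block and cubic spline normalization with only the groups compared were chosen only after the results had been seen. Over the 8 counts of genes, 105 of 151 alternatives gave a count within 1.5 times the reported one, and 68 of 87 fits that left out 1 array did. For the 55 gene results named, 711 of 737 alternatives kept direction and call and 26 kept the direction alone. Of 498 fits without an array, 413 kept both, 84 the direction alone, and 1 reversed. For the 25 list results past camera, 236 of 256 alternatives kept both, 18 the direction alone, and 2 reversed.

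The reversals were TGFB1 with FGF2 in co-cultures, which was not called and ran from -0.41 to 0.075 without 1 array, the highest value being that without co-culture FGF2 replicate 1. With detection on all 16 arrays, the median of the pluripotency list between co-cultures and PA6 became -1.99, and that of the endothelial list for the difference of BMP4 effects became -0.37. By construction this filter removes every list gene undetected on an array of either kind of culture.

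Thresholds changed counts by construction. An adjusted p under 0.05 gave 282 genes for BMP4 in co-cultures, 1 for FGF2 in PA6 and 63 for BMP4 against FGF2. No minimum fold change gave 1675 for FGF2 in co-cultures and 10123 between co-cultures and PA6.

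Without background correction 661 genes passed for FGF2 in co-cultures, 18 for FGF2 in PA6 and 775 for the difference of FGF2 effects. Cubic spline normalization, also without background correction, gave 661, 18 and 777, and 1 for BMP4 in PA6. These counts were close to the previous ones, so the spline itself moved them little. Restricted to the groups compared, cubic spline normalization gave 657 for FGF2 in co-cultures and 26 for FGF2 in PA6. Median scaling gave 594 for FGF2 in co-cultures, and 301 and 299 for the differences of FGF2 and of BMP4 effects. An offset of 50 gave 9 for FGF2 in PA6. For the other shifts the cause was not tested.

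No filter on dim probes gave 282 genes for BMP4 in co-cultures, 1 for FGF2 in PA6 and 68 for BMP4 against FGF2, and detection on at least 1 array gave 370, 1 and 71. Detection on all 16 arrays gave 324 for FGF2 and 32 for BMP4 in co-cultures, 18 for FGF2 in PA6, 2 for BMP4 against FGF2, 3480 between co-cultures and PA6, 451 and 106 for the differences of FGF2 and BMP4 effects, and 15 list tests. These filters change how many genes are tested.

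One fit of all 16 arrays gave 870 genes for BMP4 in co-cultures, 32 for FGF2 in PA6, 6 for BMP4 in PA6 and 574 for BMP4 against FGF2. A fit of only the groups compared gave 358 for BMP4 in co-cultures and 0 for FGF2 in PA6 by limma, which uses fewer arrays to estimate the spread. Array weights gave 10 for FGF2 in PA6. A variance prior with trend gave 32 for FGF2 in PA6, 1 for BMP4 in PA6 and 333 for BMP4 against FGF2. The cause was not tested.

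Groups share replicate numbers. Deviations of arrays with the same number correlated above 0.1 in 7 of 9 pairs in PA6 and 1 of 6 in co-cultures. As not every pair passed 0.1, the numbers were not taken as pairs. All 9 pairs in PA6 were nevertheless positive, from 0.070 to 0.199. Of 36 assignments of the PA6 arrays only 1, the real one, gave as high a mean. The PA6 fits without a block thus leave out a pairing that these arrays show. In PA6 the numbers equal the runs of columns. In fits of both kinds of culture, block effects were set to sum to 0 within each kind, a coding chosen after the results had been seen. The replicate block gave 258 genes for BMP4 in co-cultures, 23 for FGF2 in PA6 and 11 for BMP4 against FGF2. The column run block gave 23 for FGF2 in PA6 and 560 for BMP4 against FGF2. The cause was not tested.

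Leaving out 1 array in turn gave 395 to 1069 genes for FGF2 and 102 to 547 for BMP4 in co-cultures, 0 to 17 for FGF2 and 0 to 5 for BMP4 in PA6, and 39 to 187 for BMP4 against FGF2. Between co-cultures and PA6 it gave 6266 to 6746, and for the differences 939 to 1317 with FGF2 and 397 to 689 with BMP4. The lowest counts in co-cultures came without co-culture -GFs replicate 1 for FGF2, without co-culture BMP4 replicate 1 for BMP4 and without co-culture BMP4 replicate 2 for BMP4 against FGF2. Groups there hold 2 or 3 arrays, and each array left out removes part of the estimate of the spread.

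The correlation of FGF2 and BMP4 changes ran from 0.532 to 0.731 without 1 array, the lowest value being that without co-culture BMP4 replicate 1. For FGF2 in both kinds of culture it was 0.00166 with median scaling, 0.00407 with detection on all 16 arrays and -0.00612 with the column run block, and -0.00305 to 0.0374 without 1 array. For BMP4 it was 0.0246 without background correction, 0.0242 with cubic spline normalization, -0.00778 without a filter, -0.00551 with detection on at least 1 array and -0.00516 with the column run block, and 0.00413 to 0.0255 without 1 array. The cause was not tested. All these values for both kinds of culture are near 0.

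Identifiers of the BeadChips were not used here, so no fit with the chip as a factor was run.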

Other observations

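The tests of equal array numbers, of separate -GFs arrays, of column runs, of the adipocyte genes, of the epidermal list with FGF2 and of the other endothelial genes were chosen only after the results had been seen. The limits that decided the tests of list scores were also set after first values had been seen.

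For BMP4 in co-cultures at day 7, 556 genes passed the threshold, 443 with cubic spline normalization, 32 with detection on all 16 arrays and 102 without co-culture BMP4 replicate 1. That is higher than the value quoted from the study above, except with that filter or without that array, where it is lower. The 443 came without background correction, unlike the 556.

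FGF2 changed more genes than BMP4 in co-cultures, and FGF2 had 3 arrays where BMP4 had 2. With 2 FGF2 arrays the FGF2 count was at least 781, against 533 for BMP4 in the same fit. Unequal array numbers alone were thus argued against. FGF2 had the higher count under each alternative and without each array, with the smallest gap, 395 against 301, without co-culture -GFs replicate 1.

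FGF2 and BMP4 changes in co-cultures were alike, with a correlation of 0.674 and 298 shared calls in the same direction. Unchanged groups simulated on the same -GFs arrays reached a correlation of at most 0.565. Without co-culture -GFs replicate 1 the observed value of 0.702 fell below the simulated mean of 0.707 and the maximum of 0.723. Without co-culture -GFs replicate 2 it was 0.731 against a maximum of 0.722, and without co-culture BMP4 replicate 1 it was 0.532 against 0.471. The other 4 fits without an array gave values above their simulated maxima. With a different -GFs array for each factor, so that no array was shared, the correlation was 0.448 and 0.454, and 0.315 to 0.533 without a treated array, the lowest being that without co-culture BMP4 replicate 1. Deviations of single co-culture arrays of different groups correlated at up to 0.283. Shared -GFs arrays as the whole cause were thus argued against by the separate arrays, although they raise the value. No excess over the simulated mean was left without co-culture -GFs replicate 1. Whether both factors acted alike or the -GFs cultures differed from both for another reason stays open, as each factor was set against the same condition.

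Pluripotency genes rose with FGF2 in co-cultures. The list was written before the data were examined, and 8 of its 12 genes were also among 848 genes taken to mark ES-derived cells, which were over 3 log2 units higher in co-cultures than in PA6. A higher share of ES-derived cells was argued against, since the list rose by 2.49 beyond those genes, with an SD between arrays of 0.18, while their median changed by 0.071. A single array was argued against as well, since the rise was 2.44 without the FGF2 array with the largest rise. Co-cultures with FGF2 may hold more undifferentiated cells at day 7, a hypothesis from the same data. A higher expression per cell stays open, and no other data were at hand to separate them.

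Epidermal genes rose with BMP4 in co-cultures. After KRT14 and KRT15 had been seen, a second list of 28 epidermal genes was written before its values were looked at, and 22 were measured, 9 of them among the genes of ES-derived cells. Of these 22, 21 were higher and 13 were called, with a median of 2.04 and a camera p-value of 3.34e-21 (fry 5.60e-05), which argued against leading genes picked from noise. The list rose by 2.08 beyond the genes of ES-derived cells (SD 0.10), which argued against a higher share of those cells. The lowest BMP4 array lay 1.79 above the highest -GFs array, which argued against a single array. The list also rose with FGF2, with a median of 0.87, 16 of 22 higher, 8 called and a camera p-value of 6.76e-06 (fry 0.00126), and the median was 0.67 with undetected genes at their bound. The genes called with FGF2 included KLF5, CDH1, TCFAP2C and CLDN4. Pluripotency genes rose with FGF2 as well, and whether these list genes rose in the same cells was not tested. KRT5, KRT7, KRT8, KRT14, KRT15, KRT18 and KRT19 were not called with FGF2, and KRT5 and SFN were undetected on its 3 arrays, so the list rose only in part with FGF2. The list was higher with BMP4 than with FGF2 by a median of 1.26, 18 of 22 higher (camera p-value 1.21e-09, fry 0.000373). An epidermal fate of part of the ES-derived cells under BMP4 may underlie this pattern. KRT14, KRT15 and GJB2 averaged 13.31, 12.78 and 12.67 with BMP4. The second list left these genes out, and it also holds genes of epithelia in general, so another epithelial fate stays open. This remains a hypothesis.

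PECAM1 and TEK rose with FGF2 in co-cultures, and more endothelial cells could raise both. The other 11 endothelial genes measured had a median change of 0.35, with 7 higher, 0 called higher and 1 called lower by limma, and a camera p-value of 0.287 (fry 0.489). Several were near the detection level, so more endothelial cells and another source of these 2 rises cannot be told apart. Pluripotency genes rose in the same cultures, and whether PECAM1 rose in the cells that express those was not tested.

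Adipocyte genes were higher with BMP4 in PA6 mono-cultures, a preadipocyte line, by 1.94 in the mean of array medians, which is about 1 SD between arrays (1.91). The scores of the -GFs arrays were 2.29, -1.11 and -1.05 and those of the BMP4 arrays 4.09, 0.54 and 1.30. Without BMP4 replicate 1 the difference was 0.88. Within the 3 runs of columns described below, the BMP4 array was higher than the -GFs array by 1.80, 1.65 and 2.35 (SD 0.37), which argued against a signal from one array, as far as the runs mark arrays handled together. A swap of -GFs replicate 1 with BMP4 replicate 2 was argued against, since over other genes each array deviated with its own run of columns, by a margin in correlation of at least 0.168. Of the 10 splits of the 6 arrays 3 gave as large a difference, and of the 4 splits that part the arrays of each run only the real one did. Neither number of splits can exclude chance at any result. With the runs as a block, the list passed fry as well as camera (adjusted p of 0.0208 and 2.67e-10, against 0.151 and 7.83e-06 without it), which argues against chance only as far as these runs, noticed in the same data, mark arrays handled together. ADIPOQ, CFD and LPL were not called for BMP4 with the block either. The list also differed with FGF2 in PA6, where it was lower with a median of -1.11. With the block that fall passed camera (adjusted p = 0.000675) but not fry (adjusted p = 0.117). In co-cultures with BMP4 the adipocyte score was 0.34 on replicate 1 and 3.06 on replicate 2, so the list median of 1.61 in that comparison rested on replicate 2, and it was 0.34 without co-culture BMP4 replicate 2.

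In PA6 the 4 genes for FGF2 were reached by 1 of the 10 splits of those 6 arrays, the real one, and chance cannot be excluded with 10 splits. For BMP4, limma called 0 genes and 1334 had an unadjusted p under 0.05. Every split, 10 of 10, gives at least 0 genes by definition, so this count says nothing.

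The columns of the deposited table fall into 3 runs, each starting with a -GFs array of PA6. Deviations of arrays from their group means correlated within runs at a mean of 0.198 in co-cultures and 0.140 in PA6, and of 864 assignments of arrays to runs only 1, the real one, gave as high a mean. Chance pairing was thus argued against, and the runs may mark sets of arrays handled together. In PA6 the runs coincide with the replicate numbers of the labels, and in co-cultures they do not. The labels do not say what a number marks, and no biological explanation was tested. With the runs as a block, BMP4 against FGF2 in co-cultures gave 560 genes.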
